A study of Mus musculus with 35 samples.

How the data were processed

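Gene expression was measured in the hippocampus of mice in 35 samples that fall into 8 groups. Droplet-based libraries of single nuclei (10x Genomics, a barcode per nucleus and a unique molecular identifier, UMI, per RNA molecule) came from animals aged 9 months: 3 WT, 3 PS19, 4 CLEAR and 4 CLEAR_PS19 libraries, with 1 female in each group and males otherwise. Bulk RNA-seq libraries of whole hippocampus came from WT and PS19 animals, 6 and 6 at 4 months and 5 and 4 at 9 months. Groups, ages, sexes and replicate numbers were taken from the labels. Replicate 2 of the PS19 group at 9 months is not used here. PS19 mice carry a transgene of mutant human tau under the promoter of the prion protein gene Prnp. CLEAR mice, as far as the design of the study is known, carry a mutated CLEAR element, a binding site of the transcription factor TFEB, in Atp6v1h, which encodes a subunit of the lysosomal proton pump V-ATPase, and CLEAR_PS19 mice carry both.

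Bulk values were deposited as raw read counts per gene. Of the 21 bulk tables, 1 states how it was made: exons were counted per gene with featureCounts 2.0.0 on paired reads without strand, with an mm10 annotation, per the file headers. The others list the same genes in the same order and state nothing, and the aligner is not stated. Because that counting ignored strand, genes that overlap another gene are uncertain, and so are members of families with near-identical copies. Nuclei values were deposited as raw UMI counts per gene and barcode, made with Cell Ranger 5.0.1, per the file headers; the genome build, the treatment of introns and the barcode filter are not stated. Coordinates were taken from the GENCODE M21 annotation of GRCm38 through the gene identifiers of the files (32235 of 32285 genes matched).

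Of 144991 deposited barcodes, 144884 had at least 300 detected genes and under 5% mitochondrial UMIs. Doublets were called per library with Scrublet, from simulated doublets, at an assumed 0.8% per 1000 nuclei, 6.11% to 13.5% of a library, and 12562 were removed, leaving 132322 nuclei. Counts were scaled to 10000 per nucleus and log transformed, 2000 variable genes and 30 principal components were taken, and 59 clusters were made by the Leiden method at resolution 1 on a graph of 20 neighbours. No batch correction was applied. A cluster was named by the class whose fixed markers stood highest in it, and is meant as "like" that class. Clusters stayed unnamed with under 3 detected markers, under 20 nuclei, mostly doublets, leading genes of another class, leading border macrophage genes (a list added after the clusters were seen), or few UMIs and no marker of the class among their 10 leading genes. Unnamed nuclei were 17637 (13.3% of those kept). The largest unnamed cluster, number 2, resembled oligodendrocytes with few UMIs. It held 3.59% ± 1.74 of kept nuclei in WT (SD, n = 3), 3.56% ± 2.95 in PS19, 6.48% ± 2.70 in CLEAR (n = 4) and 9.47% ± 6.48 in CLEAR_PS19. Immune genes led a few named clusters: C4b, Cdkn1a and Il33 in 1 oligodendrocyte cluster and Ifit1 and Oasl2 in 1 small cluster of other excitatory neurons. Compared classes were microglia (9252 nuclei, 284 to 1402 per library), astrocytes (4171, 95 to 639), oligodendrocytes (27377), granule neurons of the dentate gyrus (28782) and other excitatory neurons (29520). The rest were 8598 inhibitory neurons, 4211 oligodendrocyte precursors (OPC), 1897 vascular, 788 Cajal-Retzius and 89 choroid-ependymal nuclei.

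Raw counts were summed per library and class and tested across libraries with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), after TMM normalization and the filterByExpr filter. All 21 bulk libraries entered a single fit with 4 groups. All 14 nuclei libraries entered a single fit per class with 4 groups and sex as a covariate. Calls are genes with a Benjamini-Hochberg adjusted p under 0.05, and all tests were two-sided. Log2 CPM of lists, not fold changes, use a prior count of 2. CPM are counts scaled to a library's normalized total, given as mean ± SD over libraries. For a gene with no count in a group, the fold is a lower bound against 3 counts over the group, and ratios against 1 to 3 counts carry a 95% interval for counting error only. The 4 fixed lists were 25 genes of disease-associated microglia (DAM), 15 homeostatic microglia genes, 19 V-ATPase genes and 52 lysosomal genes. Cd63, Ctsb and Ctsl are in the DAM and lysosomal lists. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with fry, adjusted over the 8 bulk, the 16 microglia or, for an interaction, its 4 list tests. Percentages of nuclei are of all named nuclei, and their differences were tested by exact permutation of genotype labels within the other genotype. DAM-rich microglia are nuclei with 5 or more UMIs of the DAM list after random thinning to 1000 UMIs.

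The groups, tests, gene lists, cell type markers, alternatives and the rule for naming genes were chosen before the data were examined. Under that rule the label checks Mapt, Prnp, Atp6v1h and Xist are always given. Of the calls with a mean log2 CPM of at least 2 (bulk) or 4 (nuclei) and no overlap between libraries of the groups, the up to 5 (bulk genotype comparisons and microglia) or 3 (other comparisons) with the largest change are named, or the 5 with the smallest adjusted p for an interaction. Up to 5 members of each list called over the list alone are named per comparison. Genes making up counts of 5 or fewer that fall outside the rule are also named, and these were chosen after their values were seen. A gene that the rule selects in bulk is not reported here.

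Samples of the nuclei fell into 3 library sets in a principal component analysis of granule neurons, made after the data were seen. The sets are described with the results, and fits with the set as a block were added. Same-numbered samples were checked for pairing by correlating their deviations from the group means over genes. In all nuclei summed, all same-numbered pairs of WT and PS19 (r of 0.338 to 0.408) and of CLEAR and CLEAR_PS19 (0.452 to 0.579) were correlated, and so were those of each class except microglia of WT and PS19 (0.057 to 0.152). The labels do not say where the pairing comes from. Alternatives tried were DESeq2 1.42.0, RLE size factors, no low-count filter, no sex covariate, Xist as a covariate in bulk, only the groups compared, replicate numbers as a block, leaving out each library, keeping doublets, at least 1000 genes per nucleus, resolution 0.5 (42 clusters), fry, edgeR on nuclei counts, 3 UMIs or thinning to 500 UMIs for DAM-rich nuclei, and those added later.

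Total counts per bulk library ranged from 9.63 to 17.2 M (mega), with 19706 to 20660 genes detected. Each nuclei library kept 39.9 to 83.6 M UMIs over 7171 to 14563 nuclei, with a median of 3111 to 8176 UMIs per nucleus. The fits were tested on simulated data with 200 genes changed by 1 on the log2 scale. In bulk, 87.0% of those were recovered at 9 months among 16133 genes and 94.5% at 4 months. In microglia, 52.9% were recovered for PS19 against WT, 72.5% for CLEAR_PS19 against CLEAR, 52.6% for CLEAR against WT and 69.6% for CLEAR_PS19 against PS19, among 10235 genes. The other classes ranged from 47.4% (astrocytes, CLEAR_PS19 against PS19, 10602 genes) to 89.5% (other excitatory neurons, CLEAR_PS19 against CLEAR, 18796 genes). Between 0.95% and 8.0% of the calls in these simulations were false. Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for nuclei and plots.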

Results

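The hippocampus of PS19 mice, a model of tau disease, was profiled together with that of mice with a mutated CLEAR element in Atp6v1h. Bulk RNA-seq compared PS19 with WT animals at 4 months (6 and 6 libraries) and at 9 months (4 PS19 and 5 WT libraries). Sequencing of single nuclei at 9 months compared WT (n = 3), PS19 (n = 3), CLEAR (n = 4) and CLEAR_PS19 (n = 4) animals. Total counts of the bulk libraries, in M (mega), were 13.7, 11.99, 17.2, 12.4 and 16.2 in WT at 9 months and 11.8, 12.7, 11.6 and 12.96 in PS19 at 9 months. They were 13.6, 11.7, 13.4, 12.3, 15.7 and 12.8 in WT at 4 months and 14.1, 9.63, 11.7, 13.97, 13.9 and 15.7 in PS19 at 4 months. UMIs in kept nuclei, in the same unit, were 83.6, 73.5 and 59.6 in WT, 78.3, 60.5 and 52.6 in PS19, 60.0, 60.3, 66.8 and 63.6 in CLEAR and 81.9, 73.2, 68.8 and 39.9 in CLEAR_PS19. Coordinates are those of GRCm38. Labels and expression were compared first. Xist ranged from 797 to 1015 CPM in nuclei libraries of females and from 1.14 to 1.84 CPM in those of males, and Ddx3y from 0.151 to 0.25 and from 39.8 to 55.7 CPM. Bulk libraries, whose sex the labels do not give, had 0 to 7 counts of Xist and 67.7 to 89.9 CPM of Ddx3y. Ttr, a gene of the choroid plexus, ranged from 25.1 to 5772 CPM across bulk libraries, so the tissue taken differed between them.

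Correlations between libraries in granule neurons were clustered and cut into 3 sets, a fixed number. The labels do not name these sets. Set 1 held WT 1 and 2, PS19 1 and 2, CLEAR 3 and CLEAR_PS19 3, set 2 held the 4 females, and set 3 held CLEAR 1 and 2 and CLEAR_PS19 1 and 2. Other excitatory neurons and astrocytes gave the same sets. Microglia and oligodendrocytes gave set 3 but parted the others differently, with PS19 1 and 2 beside CLEAR_PS19 3 and the females in no set of their own. The sets of granule neurons were used in every class. Sets 1 and 2 contained every genotype, whereas set 3 contained only animals with the CLEAR mutation. Median UMIs per nucleus ranged from 3690 to 8176 in set 1, from 3111 to 5451 in set 2 and from 3160 to 4860 in set 3. Within set 3, the members of each same-group pair were closer to each other than any other libraries of a group. Their chi-square per gene was 4.10 for CLEAR 1 and 2 and 5.39 for CLEAR_PS19 1 and 2, against 43.7 to 137 in other same-group pairs. Random splits of these libraries gave 1.41 to 1.78 and 1.44 to 1.67, so both pairs differed by more than sampling noise, and all 4 libraries were kept as separate samples. Whether they came from separate animals is taken from the labels. Values with the library set as a block, a fit chosen after the sets were seen, are given beside some of the results they changed and otherwise with the alternatives.

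Expression of the genes that carry the genotypes was examined in every group. Prnp (chromosome 2, 131909928 to 131938429; it overlaps Prn), whose promoter drives the transgene, averaged 2125 ± 134 CPM in PS19 and 922 ± 38.2 CPM in WT bulk libraries at 9 months, a log2 fold change of 1.21 (SE 0.06, edgeR adjusted p 4.3e-12). At 4 months it averaged 2139 ± 116 and 916 ± 55.9 CPM (1.22, SE 0.05, edgeR adjusted p 3.4e-13). Mapt, the mouse tau gene (chromosome 11, 104231390 to 104332090; it overlaps 3 genes), was higher by 0.47 (SE 0.06, edgeR adjusted p 8.3e-06; 652 ± 32.4 and 472 ± 27.8 CPM) at 9 months and by 0.60 (SE 0.05, edgeR adjusted p 3.9e-07; 709 ± 36.1 and 468 ± 35.4 CPM) at 4 months. How reads of the human transgene were counted is not stated. In all nuclei summed, Prnp was higher by 0.74 (SE 0.17, edgeR adjusted p 0.023) in PS19 than in WT, at 102 ± 9.13 and 60.9 ± 5.46 CPM. It was higher by 0.94 (SE 0.15, edgeR adjusted p 0.043) in CLEAR_PS19 than in CLEAR, at 141 ± 42.1 and 72.2 ± 9.44 CPM. Adjusted p of these calls ranged up to 0.10 (without WT 1) and up to 0.29 (0.128 without CLEAR 1) over the alternatives. Mapt did not differ significantly in nuclei (0.26, edgeR adjusted p 0.17, and 0.10, edgeR adjusted p 0.98).

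Atp6v1h (chromosome 1, 5070018 to 5162529; it overlaps Rgs20) was lower in CLEAR animals in both backgrounds. In all nuclei summed, it averaged 56.3 ± 1.77 CPM in CLEAR and 107 ± 9.12 CPM in WT, a log2 fold change of -0.93 (SE 0.07, edgeR adjusted p 9.8e-05, up to 0.0032 over the alternatives). Levels were 58.8 ± 3.4 CPM in CLEAR_PS19 and 107 ± 9.21 CPM in PS19 (-0.87, SE 0.07, edgeR adjusted p 2.3e-04, up to 0.0057). Leaving out a library moved the first value most to -0.98 (without WT 3), the second to -0.82 (without PS19 1), and the replicate block changed neither call. By class, oligodendrocytes had the largest decrease, from 88.3 ± 3.37 to 17.0 ± 1.56 CPM between WT and CLEAR (-2.40, SE 0.21, edgeR adjusted p 1.5e-04) and from 115 ± 25.5 to 21.8 ± 7.73 CPM between PS19 and CLEAR_PS19 (-2.39, SE 0.20, edgeR adjusted p 9.6e-05). Granule neurons fell from 93.9 ± 8.16 to 39.1 ± 2.64 CPM (-1.27, edgeR adjusted p 2.3e-06) and from 101 ± 8.19 to 43.8 ± 2.96 CPM (-1.22, edgeR adjusted p 5.0e-06). Other excitatory neurons fell from 113 ± 10.9 to 63.2 ± 3.95 CPM (-0.84, edgeR adjusted p 7.6e-04) and from 112 ± 6.88 to 64.6 ± 3.25 CPM (-0.80, edgeR adjusted p 0.0015). In astrocytes the changes of -0.47 (80.6 ± 7.51 to 59.6 ± 7.09 CPM) and -0.75 (83.2 ± 32 to 48.2 ± 5.73 CPM) did not pass the threshold (edgeR adjusted p 0.89 and 0.36). Microglia had 102 ± 8.90 CPM in WT and 95.7 ± 7.40 CPM in CLEAR (-0.10, SE 0.16, edgeR adjusted p 0.94), and 125 ± 10.2 CPM in PS19 and 86.1 ± 11.9 CPM in CLEAR_PS19 (-0.54, SE 0.14, edgeR adjusted p 0.078, and 0.021 adjusted over the list alone). The latter rose to 0.55 without PS19 2.

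The decrease was then compared between classes, with both backgrounds combined, by an exact two-sided permutation of the CLEAR genotype within each background over 1225 relabellings. The mean difference of log2 CPM was -2.40 in oligodendrocytes, -1.24 in granule neurons, -0.81 in other excitatory neurons and -0.58 in astrocytes, each with an exact p of 8.2e-04, the smallest these permutations can give, and -0.32 in microglia (exact p 0.011). Between classes, oligodendrocytes differed from granule neurons by -1.17, from other excitatory neurons by -1.59, from astrocytes by -1.82 and from microglia by -2.09 (exact p adjusted over 10 differences 0.00136 each). Granule neurons also differed from other excitatory neurons by -0.43 and from microglia by -0.92 (0.00136 each) and from astrocytes by -0.65 (0.0041), and other excitatory neurons differed from microglia by -0.49 (0.0035). Differences of -0.23 between other excitatory neurons and astrocytes (0.121) and of -0.27 between astrocytes and microglia (0.107) did not pass the threshold. Within set 1 the 5 classes, in the order above, differed between genotypes by -2.19, -1.20, -0.76, -0.46 and -0.29, and within set 2 by -2.39, -1.16, -0.72, -0.60 and -0.09. Set 3 holds no animal without the mutation and gives no such value.

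**Figure D1:**
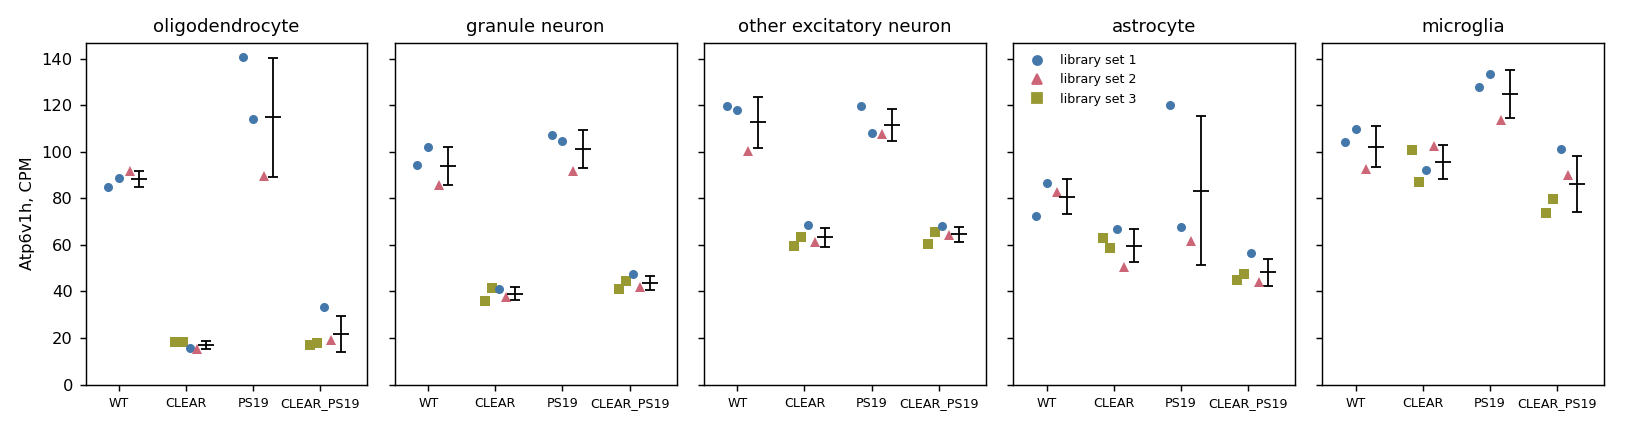
Atp6v1h in CPM (y axis) in each nuclei library (points, coloured and shaped by library set) of the WT, CLEAR, PS19 and CLEAR_PS19 groups (x axis), in a panel per class, with group means and SD as bars. The CLEAR groups lie far below the others in oligodendrocytes (17.0 against 88.3 CPM without the tau transgene) and, in microglia, close to WT without the transgene (95.7 against 102 CPM) and below PS19 with it (86.1 against 125 CPM).

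Whether the tau transgene changed the hippocampus at either age was asked in bulk. At 9 months, 2060 of 16133 tested genes differed between PS19 and WT by edgeR, 1239 higher and 821 lower in PS19. Without PS19 replicate 5 the count was 1185, the alternative that moved it most, and DESeq2 called 2306. Of the 2060 genes, 1007 were called whichever library was left out. The named genes with the largest changes were Cd74 (chromosome 18, 60803848 to 60812652; it overlaps a microRNA gene) at 95.2 ± 31.6 CPM in PS19 and 5.45 ± 2.43 CPM in WT (4.14, SE 0.34, edgeR adjusted p 1.1e-08), H2-Aa (chromosome 17, 34282744 to 34287823) at 27.6 ± 8.07 and 2.45 ± 0.642 CPM (3.51, SE 0.36, edgeR adjusted p 3.7e-07) and H2-Ab1 (chromosome 17, 34257689 to 34269419) at 15.8 ± 3.97 and 1.66 ± 0.679 CPM (3.27, SE 0.35, edgeR adjusted p 7.2e-07). They were followed by Lag3 (chromosome 6, 124904361 to 124911705) at 47.0 ± 6.39 and 6.82 ± 1.24 CPM (2.79, SE 0.17, edgeR adjusted p 2.1e-10) and Lyz2 (chromosome 10, 117277331 to 117282321) at 61.7 ± 13.5 and 9.38 ± 3.83 CPM (2.73, SE 0.24, edgeR adjusted p 4.6e-08). All 5 were called in each of 28 alternatives. The H2 genes and Lyz2 have near-identical relatives and their levels are uncertain.

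At 4 months, 3 genes differed, all higher in PS19, while 595 had an unadjusted p under 0.05 (807 by chance) and DESeq2 called 11. The 3 were Prnp, Mapt and the long noncoding RNA gene 4930590L14Rik (chromosome 3, 140951876 to 140953247), with 121 counts over the PS19 libraries and 1 over the WT libraries (edgeR adjusted p 2.2e-08). The ratio of its CPM was 122 (95% counting interval 21.4 to 4848). These calls were made whichever library was left out. The difference between ages was tested as an interaction. The PS19 effect differed between 9 and 4 months in 872 genes by edgeR, 705 with a higher and 167 with a lower effect at 9 months. Leaving out PS19 replicate 5 of 9 months gave 514, and DESeq2 called 1083. Among the smallest adjusted p were those of Laptm5 (chromosome 4, 130913125 to 130936141; 1.5, SE 0.10, edgeR adjusted p 2.8e-09), C1qa (chromosome 4, 136895917 to 136898803; 2.34, SE 0.16, edgeR adjusted p 5.3e-09), Gfap (chromosome 11, 102887336 to 102900912; 2.25, SE 0.17, edgeR adjusted p 1.1e-08) and Osmr (chromosome 15, 6813577 to 6874969; 2.49, SE 0.18, edgeR adjusted p 1.1e-08).

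Between the ages, 2788 genes differed in PS19 mice by edgeR, 1614 higher and 1174 lower at 9 months, 1749 without PS19 replicate 5 of 9 months, and 3005 by DESeq2. Cd74 rose from 5.02 ± 1.89 to 95.2 ± 31.6 CPM (4.25, SE 0.32, edgeR adjusted p 2.0e-09), H2-Aa by 3.63 (SE 0.34, edgeR adjusted p 6.9e-08) and Lag3 by 3.13 (SE 0.17, edgeR adjusted p 9.2e-12) on the log2 scale. In WT mice, 0 genes differed between the ages by edgeR, 1802 had an unadjusted p under 0.05, and DESeq2 called 76. Leaving out WT replicate 6 of 4 months gave 20 by edgeR.

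Gene lists of microglial states, the V-ATPase and lysosomes were compared in the same libraries. At 9 months the DAM list had a median log2 change of 1.5 (24 of 24 tested genes higher, camera adjusted p 4.7e-32), 1.31 without PS19 replicate 5, the alternative that moved it most. Of its genes, 21 were called adjusted over the list alone and 21 over all genes. Its smallest p belonged to Cst7 (chromosome 2, 150570415 to 150578944) at 12.7 ± 2.17 CPM in PS19 and 0.172 ± 0.116 CPM in WT, Tyrobp (chromosome 7, 30413760 to 30417585), Itgax (chromosome 7, 128129547 to 128150657) at 25.8 ± 7.39 and 0.489 ± 0.311 CPM, Ctsb (chromosome 14, 63122462 to 63145923) and Cd68 (chromosome 11, 69664213 to 69666153). Their log2 changes were 6.05, 2.26, 5.74, 0.68 and 1.95, with edgeR adjusted p of at most 5.7e-09. The homeostatic list was also higher (median 0.58, 13 of 15 genes, camera adjusted p 1.3e-10), with 10 genes called adjusted over the list alone and 10 over all genes. Cx3cr1 (chromosome 9, 119901616 to 120069879; it overlaps 9 genes), Tgfbr1 (chromosome 4, 47353222 to 47414931), Gpr34 (chromosome X, 13632089 to 13640858), P2ry13 (chromosome 3, 59207892 to 59210882) and Siglech (chromosome 7, 55768178 to 55778925) rose by 1.06, 0.73, 0.90, 0.82 and 0.83 (edgeR adjusted p of at most 2.3e-05). Among lysosomal genes (median 0.36, 48 of 52 higher, camera adjusted p 9.4e-25), 36 were called adjusted over the list alone and 33 over all genes. Laptm5, Grn (chromosome 11, 102430315 to 102437048), Ctss (chromosome 3, 95526786 to 95556403) and Man2b1 (chromosome 8, 85083270 to 85098282) rose by 1.48, 1.09, 1.92 and 1.17 (edgeR adjusted p of at most 1.1e-09).

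The V-ATPase list did not differ at 9 months (camera adjusted p 0.94). Its median was -0.03, its mean 0.003 and the direction of its test down, so that these differed in sign. Of its 18 genes, 3 were called adjusted over the list alone and 3 over all genes. Atp6v0e (chromosome 17, 26663231 to 26699647; 0.37, SE 0.08, edgeR adjusted p 0.0021) and Atp6v0a2 (chromosome 5, 124628576 to 124724455; 0.18, SE 0.05, edgeR adjusted p 0.015) were higher and Atp6v0a1 (chromosome 11, 101009452 to 101063719; -0.20, SE 0.05, edgeR adjusted p 0.011) was lower. Without PS19 replicate 5 the last 2 had an adjusted p of 0.065 and 0.054. At 4 months none of the lists passed the threshold in camera, with medians of -0.05 (DAM, adjusted p 0.060), -0.04 (homeostatic, 0.092), 0.01 (V-ATPase, 0.43) and -0.01 (lysosomal, 0.96) and no member called by edgeR, adjusted over the list alone or over all genes. For DAM genes 6 of the fits that left out a library passed it, with adjusted p from 0.0074 (without WT replicate 3 of 4 months) to 0.046 (without PS19 replicate 5 of 9 months), and for homeostatic genes 2 did (0.034 without WT replicate 2 and 0.039 without PS19 replicate 5 of 4 months). Medians over all such fits ranged from -0.08 to 0.01. For the change between ages, the interaction had a median of 1.55 in the DAM list (camera adjusted p 9.3e-35), 0.76 in the homeostatic list (2.2e-12), 0.35 in the lysosomal list (6.5e-24) and -0.02 in the V-ATPase list (0.57). All camera calls in bulk, at 9 months and for the interaction, held under fry.

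**Figure D2:**
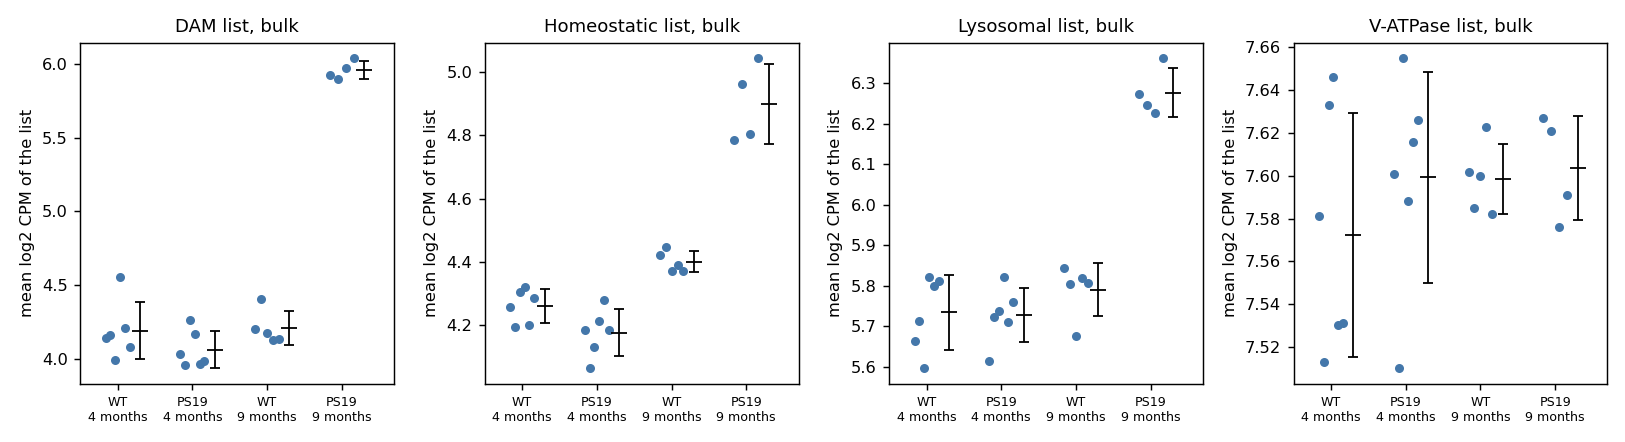
Mean log2 CPM (y axis) of the DAM, homeostatic, lysosomal and V-ATPase lists in each bulk library (points) of WT and PS19 mice at 4 and 9 months (x axis), with group means and SD as bars. The DAM list lies between 5.90 and 6.04 in PS19 libraries at 9 months and between 3.96 and 4.56 in all other libraries.

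The share of nuclei per class was compared between genotypes. Microglia made up 4.60% ± 0.653 of named nuclei in WT, 12.4% ± 3.46 in PS19, 5.85% ± 1.04 in CLEAR and 9.20% ± 1.62 in CLEAR_PS19. Averaged over backgrounds, the tau transgene raised the share by 5.59 percentage points (exact permutation p 0.00143, the smallest of 1400 relabellings, adjusted over 10 tests 0.0071), and all libraries with the transgene lay above all of their background without it. The difference was 4.62 points without PS19 2, the alternative that moved it most, and 5.15 within library sets (adjusted 0.035). With at least 1000 genes per nucleus it was 4.86 and no longer passed the threshold (adjusted 0.136). Astrocytes fell from 6.66% ± 3.12 to 2.00% ± 0.744 and from 5.57% ± 1.22 to 1.68% ± 0.761, by -4.28 points (exact adjusted p 0.0071; within sets -4.21, 0.035). Granule neurons (32% ± 4.95, 15.5% ± 7.29, 27.7% ± 1.03 and 25.0% ± 5.19 in WT, PS19, CLEAR and CLEAR_PS19) changed by -9.60 points with the transgene without passing the threshold (exact adjusted p 0.081; within sets -7.62, 0.139), and did so without CLEAR_PS19 4 (0.0143). Differences of 5.16 points in oligodendrocytes (20.4% ± 2.13, 29.9% ± 3.88, 22.3% ± 0.730 and 23.1% ± 5.99; exact adjusted p 0.168) and of 1.75 points in other excitatory neurons (23.5% ± 0.985, 24.7% ± 2.69, 25.3% ± 2.91 and 27.7% ± 3.16; 0.343) did not pass it either. Other denominators and cluster settings moved the granule neuron and oligodendrocyte results past it, with adjusted p down to 0.0036. The CLEAR mutation changed no class significantly, with differences of -0.991 (microglia), -0.711 (astrocytes), -2.48 (oligodendrocytes), 2.60 (granule neurons) and 2.37 points (other excitatory neurons) and exact adjusted p of 0.233 to 0.483. A share can fall because another class rises, and these are shares of nuclei recovered.

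**Figure D3:**
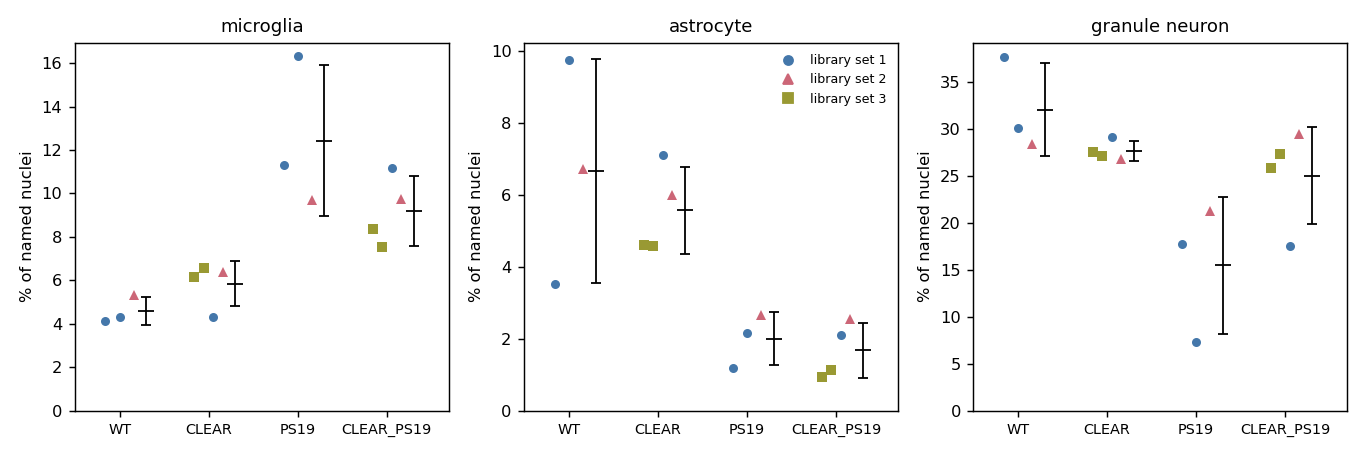
Microglia, astrocytes and granule neurons as a percentage of named nuclei (y axis) in each library (points, coloured and shaped by library set) of the WT, CLEAR, PS19 and CLEAR_PS19 groups (x axis), with group means and SD as bars. Microglia average 4.60% and 5.85% without and 12.4% and 9.20% with the tau transgene, and astrocytes 6.66% and 5.57% without and 2.00% and 1.68% with it.

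Gene expression in microglia was then compared in each background. Between PS19 and WT, 1086 of 10235 genes differed by edgeR, 598 higher and 488 lower in PS19. The count was 524 without WT 2, the alternative that moved it most, and 565 without PS19 2, and DESeq2 called 1061. The largest changes among named genes were those of Axl (chromosome 7, 25757273 to 25788705) at 200 ± 84.7 CPM in PS19 and 3.29 ± 3.3 CPM in WT (5.89, SE 0.76, edgeR adjusted p 2.4e-04), Igf1 (chromosome 10, 87858265 to 87937042; 5.55, SE 0.96, edgeR adjusted p 0.0013), Bcar3 (chromosome 3, 122294136 to 122530191; 5.47, SE 0.80, edgeR adjusted p 4.1e-04), Gm15155 (chromosome X, 155624741 to 156345887; 5.37, SE 0.93, edgeR adjusted p 0.0013) and Rai14 (chromosome 15, 10568969 to 10714624; 5.00, SE 0.61, edgeR adjusted p 1.3e-04). WT counts of these genes were 4 to 10 over the group, so their folds are imprecise. All 5 were called in each of 25 alternatives. In the CLEAR background, 81 genes differed between CLEAR_PS19 and CLEAR, 72 higher and 9 lower, against 143 by DESeq2, 472 without the low-count filter and 221 with the replicate block and sex. Leaving out CLEAR 2 gave 11, and with the library set as a block 276 were called. Csf1 (chromosome 3, 107741048 to 107760469) was higher by 2.90 (SE 0.30, edgeR adjusted p 2.1e-04; 101 ± 38.2 and 13.2 ± 6.10 CPM) and was called in all 25 alternatives. Axl (3.51, edgeR adjusted p 0.021), Gm15155 (3.13, 0.037) and Bcar3 (3.08, 0.037) had adjusted p of 0.129, 0.165 and 0.170 without CLEAR 2. Cd300lf (chromosome 11, 115116214 to 115133992; 3.03, edgeR adjusted p 0.035; 191 ± 22.1 and 32.3 ± 53.9 CPM) had 0.156 without CLEAR 1 and up to 0.22 over the alternatives.

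Of the 72 genes higher in CLEAR_PS19 than in CLEAR microglia, 63 were among the 598 higher in PS19 than in WT (4.21 expected if independent), and of the 9 lower genes 4 were shared (0.43 expected). No gene was called in opposite directions. The 598 genes had a median log2 difference of 0.59 between CLEAR_PS19 and CLEAR, and 97.16% of them were higher (exact permutation p 0.0286, the smallest of 70 relabellings). For the 100 genes with the smallest p it was 1.18. Bulk and nuclei were compared over the genes called in bulk at 9 months. Of 2041 such genes tested in all nuclei, 1799 (88.14%, exact binomial 95% interval 86.66 to 89.51, for counting error only) changed in the direction of bulk between PS19 and WT nuclei, against 67.38% of all 15902 genes tested in both. Genes are not independent, and the bulk and nuclei libraries are separate samples.

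Between CLEAR and WT microglia, 0 genes differed by edgeR, 584 had an unadjusted p under 0.05 (512 by chance), DESeq2 called 1, and 1 was called with the library set as a block. Between CLEAR_PS19 and PS19 microglia, 64 genes differed, 24 higher and 40 lower in CLEAR_PS19, while DESeq2 called 99. This count rested on single libraries: it was 2 without PS19 2 and 1076 without CLEAR_PS19 3, and 22 with the library set as a block. Ctnna3 (chromosome 10, 63430098 to 65003667; -2.58, SE 0.28, edgeR adjusted p 5.7e-04) and Gm20663 (chromosome 7, 105901568 to 106093337; -2.86, SE 0.38, edgeR adjusted p 0.0034; it overlaps 5 genes) were lower in CLEAR_PS19 under all 24 alternatives. Gm15880 (chromosome 7, 80636017 to 80644384; 2.70, edgeR adjusted p 0.044), Ifi213 (chromosome 1, 173566283 to 173599274; -2.65, 0.036) and 2610035D17Rik (chromosome 11, 113043895 to 113201838; -2.11, 0.042) had adjusted p of 0.417, 0.417 and 0.397 without PS19 2. The interaction, which asks whether the effect of the tau transgene differed with the CLEAR mutation, had 0 genes by edgeR, 776 with an unadjusted p under 0.05, and 10 by DESeq2. It had 97 by edgeR without CLEAR_PS19 3 and 11 with the library set as a block.

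Lists were compared in microglia with camera, adjusted over 16 tests. Between PS19 and WT the DAM list rose (median 1.79, camera adjusted p 1.5e-21), up to 2.10 without WT 3, with 20 of 24 genes called adjusted over the list alone and 18 over all genes. Csf1 rose by 3.83 (edgeR adjusted p 1.6e-05) and Lpl (chromosome 8, 68880491 to 68907448) by 4.85 (edgeR adjusted p 1.2e-04). Lgals3 (chromosome 14, 47367751 to 47386160) had 293 against 2 counts, a CPM ratio of 38.0 (10.4 to 315), and Itgax 816 against 3 counts, a ratio of 70.6 (24.1 to 343). All 15 homeostatic genes were lower (median -1.29, camera adjusted p 5.1e-12), with 14 called adjusted over the list alone and 12 over all genes. Slc2a5 (chromosome 4, 150119283 to 150144169), Selplg (chromosome 5, 113818536 to 113832644), Adgrg1 (chromosome 8, 94974751 to 95014217), Siglech and P2ry12 (chromosome 3, 59216272 to 59262871) changed by -1.94, -1.36, -1.32, -1.30 and -1.02 (edgeR adjusted p of at most 0.0049). Lysosomal genes were higher (median 0.36, camera adjusted p 8.1e-05; 14 of 49 called adjusted over the list alone and 9 over all genes). Galc (chromosome 12, 98202294 to 98259459) rose by 1.65, Cd63 (chromosome 10, 128900989 to 128912822) by 1.5, Ctsb by 1.18, Npc2 (chromosome 12, 84754562 to 84773152) by 0.89 and Lamp2 (chromosome X, 38401357 to 38456454) by 0.66 (edgeR adjusted p of at most 0.0088). Without WT 1 the last 2 had 0.063 and 0.067.

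V-ATPase genes were higher in PS19 than in WT microglia (median 0.19, also with a gene without WT counts at its bound, camera adjusted p 0.018), a call lost without WT 1 (0.0519) and without CLEAR_PS19 3 (0.0581). Of its 19 genes 6 were called adjusted over the list alone and 6 over all genes, 5 higher and 1 lower. Atp6v1a (chromosome 16, 44085402 to 44139705) rose by 1.23 (edgeR adjusted p 0.0055) and Atp6v1b2 (chromosome 8, 69088646 to 69113711) by 1.02 (0.0047). Atp6v1c1 (chromosome 15, 38661933 to 38692446; 0.91, 0.015) had 0.085 without WT 1, and Atp6v0e (0.80, 0.024) had 0.163 without WT 2. Atp6v0d2 (chromosome 4, 19876841 to 19922605) had 445 UMIs in PS19 and 0 in WT and was at least 38.5-fold higher (edgeR adjusted p 0.0062, 0.0502 without WT 2). Between CLEAR_PS19 and CLEAR, the DAM list had a median of 1.07 (camera adjusted p 1.5e-21; 19 called adjusted over the list alone and 9 over all genes), led by Csf1, Cst7 (3.99), Lgals3 (2.95), Itgax (2.59) and Cd9 (chromosome 6, 125460266 to 125494791; 1.22). Without CLEAR 2 the adjusted p of Itgax was 0.10 and that of Cd9 0.068. Homeostatic genes had a median of -0.17 (camera adjusted p 0.0011, 0.18 without CLEAR_PS19 3; no gene called by edgeR either way), lysosomal genes 0.28 (5.2e-09; 7 called adjusted over the list alone and 0 over all genes) and V-ATPase genes 0.22 (0.0034, 0.0505 without CLEAR 3; 2 and 0). The genes called over the list alone included Cd63 (1.06), Ctsb (0.88), Ctsz (chromosome 2, 174427493 to 174439039; 0.74), Galc (0.72), Lamp2 (0.45), Atp6v1b2 (0.64) and Atp6ap2 (chromosome X, 12587801 to 12617049; 0.48).

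The CLEAR mutation without the transgene went with a higher DAM list in microglia (median 0.49, or 0.42 with genes at 0 at their bound, camera adjusted p 5.2e-05), with 1 gene called adjusted over the list alone and 0 over all genes. That gene, Spp1 (chromosome 5, 104435118 to 104441050), had 51 UMIs in CLEAR and 0 in WT, at least 11.3-fold higher (edgeR adjusted p 0.85 over all genes, 0.043 over the list). The homeostatic list (median 0.003, test down, camera adjusted p 0.78), the V-ATPase list (0.13, 0.03 with bounds, 0.62) and the lysosomal list (0.11, 0.11) did not differ, and the lysosomal list did without WT 3 (0.0074), without CLEAR 3 (0.042) or without CLEAR_PS19 4 (0.037). With the library set as a block the homeostatic list was lower in CLEAR (-0.27, camera adjusted p 0.0075). On the PS19 background, the DAM list was lower in CLEAR_PS19 (median -0.41, 17 of 24 genes, camera adjusted p 1.0e-04, 0.090 without CLEAR_PS19 4), with 10 genes called adjusted over the list alone and 4 over all genes. Cybb (chromosome X, 9435252 to 9487771), Itgax, Apoe (chromosome 7, 19696109 to 19699188), Csf1 and Lgals3 changed by -2.09, -1.70, -1.48, -1.17 and -1.11. All 15 homeostatic genes were higher (median 1.01, camera adjusted p 1.0e-13), with 13 called adjusted over the list alone and 2 over all genes. Ecscr (chromosome 18, 35713086 to 35722356), Tmem119 (chromosome 5, 113793729 to 113800516), Olfml3 (chromosome 3, 103722222 to 103738001), Slc2a5 and Adgrg1 rose by 2.11, 1.92, 1.34, 1.17 and 1.01. The V-ATPase list (median -0.002, camera adjusted p 0.66; 3 called adjusted over the list alone and 0 over all genes) and the lysosomal list (0.12, 0.34; none called by edgeR either way, and 0.0021 without CLEAR_PS19 4) did not differ. The 3 V-ATPase genes were Atp6v0d2 (-2.24), Atp6v1h (-0.54) and Atp6v0e2 (chromosome 6, 48537615 to 48541801; 1.21). Without PS19 2 the adjusted p over all genes of these 13 named genes was at least 0.397. As a test of the difference between backgrounds, the interaction was -0.90 in the DAM list (camera adjusted p 1.8e-09, fry 0.064), 0.96 in the homeostatic list (2.6e-10, fry 0.064), -0.07 in the lysosomal list (0.67) and 0.07 in the V-ATPase list (0.54; mean -0.23, test down). The camera calls for CLEAR against WT and for DAM genes between CLEAR_PS19 and PS19 and homeostatic genes between CLEAR_PS19 and CLEAR did not hold under fry (adjusted p 0.17, 0.17 and 0.30), and the other camera calls of these 16 tests did.

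DAM-rich microglia were counted per library after thinning to 1000 UMIs. They averaged 3.3% ± 0.550 of microglia in WT, 50.3% ± 22.6 in PS19, 10.8% ± 6.30 in CLEAR and 32.4% ± 15.6 in CLEAR_PS19, leaving out 63, 83, 212 and 785 shallower nuclei. The tau transgene raised the share by 34.3 percentage points (exact permutation p 0.0043) and by 28.9 within library sets (exact p 0.0069, the smallest these allow), and by 12 when thinned to 500 UMIs, the alternative that moved it most. The CLEAR mutation changed it by -5.23 points (exact p 0.525). Unthinned shares were 20.6%, 79.5%, 27.9% and 59.1%, at median UMIs of 1757, 2319, 1512 and 1360 per microglial nucleus. In granule neurons, a background for free RNA, 0.0099%, 0.0602%, 0.0235% and 0.108% of nuclei passed. Oligodendrocytes, which express members of the list themselves, gave 9.75%, 16.0%, 25.2% and 36.9%, with 40.0% to 61.4% in the libraries of set 3 and 4.38% to 21.4% in the others.

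**Figure D4:**
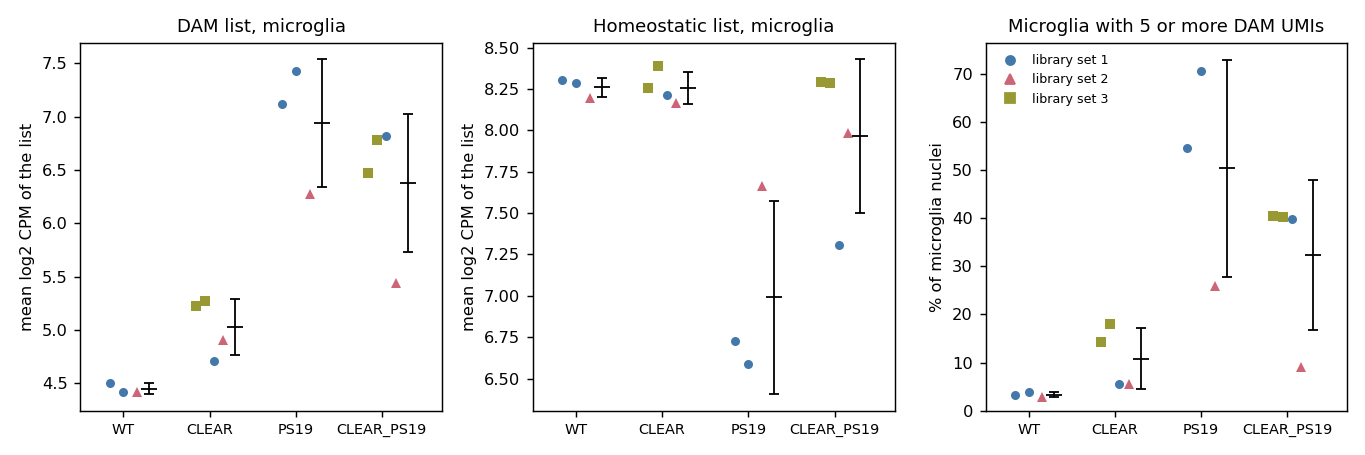
Mean log2 CPM of the DAM and homeostatic lists in microglia and the percentage of microglial nuclei with 5 or more DAM UMIs after thinning to 1000 UMIs (y axes) in each library (points, coloured and shaped by library set) of the WT, CLEAR, PS19 and CLEAR_PS19 groups (x axis), with group means and SD as bars. PS19 libraries have the lowest homeostatic means apart from CLEAR_PS19 3, and CLEAR_PS19 4 lies at 9.04% DAM-rich nuclei against 39.9% to 40.5% in the rest of its group.

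The other classes were compared by the same test. In astrocytes, 83 of 10602 genes differed between PS19 and WT, 70 higher and 13 lower, against 91 by DESeq2, 201 with the replicate block and sex, 224 with the library set as a block, 4 without WT 2 and 203 without PS19 3. Sulf1 (chromosome 1, 12692277 to 12861192; 3.58, SE 0.57, edgeR adjusted p 0.0040), Cd44 (chromosome 2, 102811141 to 102901665; 3.00, SE 0.50, 0.0042) and Gm4951 (chromosome 18, 60212080 to 60247820; 3.00, SE 0.71, 0.045) led them, with adjusted p of 0.110 without WT 2, 0.112 without PS19 2 and 0.349 without PS19 1. Between CLEAR_PS19 and CLEAR astrocytes, 5 genes differed (10 by DESeq2, 13 with the replicate block and sex, 13 with the library set as a block, and 3, all higher, with RLE size factors). They were Tmeff2 (chromosome 1, 50900647 to 51187270; 1.87), Gfap (1.34), Unc13c (chromosome 9, 73479422 to 73968966; 1.17), Dapp1 (chromosome 3, 137931007 to 137981545; -1.0), each with an edgeR adjusted p of 0.0496, and the long noncoding RNA gene Gm43049 (chromosome 3, 140692038 to 140760704; 21 against 0 UMIs, at least 22.2-fold higher, 0.023). None of the 5 was called without CLEAR_PS19 3 (adjusted p 0.217 to 0.524). The CLEAR mutation changed 0 genes in astrocytes by edgeR in either background. Against WT, 565 genes had an unadjusted p under 0.05 (530 by chance) and DESeq2 called 0. Against PS19, 905 had such a p, DESeq2 called 1, and edgeR called 10 without PS19 3.

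In oligodendrocytes, 120 of 13374 genes differed between PS19 and WT, 89 higher and 31 lower, against 266 by DESeq2, 618 with the replicate block and sex, 727 with the library set as a block, 15 without WT 1 and 210 without CLEAR_PS19 3. C4b (chromosome 17, 34728380 to 34743882) rose from 27.3 ± 14.1 to 392 ± 43.0 CPM (3.84, SE 0.44, edgeR adjusted p 9.7e-04) and H2-D1 (chromosome 17, 35262730 to 35267499) by 3.22 (SE 0.39, 0.0013). C4b and H2-D1 have near-identical relatives. Adamtsl3 (chromosome 7, 82335694 to 82614450; 2.95, SE 0.59, 0.030) had 0.174 without WT 1. Between CLEAR_PS19 and CLEAR, 16 genes differed, 15 higher and 1 lower (63 by DESeq2, 90 with the replicate block and sex, 105 with the library set as a block, 3 without CLEAR 2). Atp6v1h was the only gene called by edgeR between CLEAR and WT (679 genes had an unadjusted p under 0.05) and between CLEAR_PS19 and PS19 oligodendrocytes, and DESeq2 called 1 and 19. The latter edgeR count became 691 without CLEAR_PS19 3.

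In granule neurons, 71 of 17007 genes differed between PS19 and WT, 44 higher and 27 lower (225 by DESeq2, 275 with the replicate block and sex, 306 with the library set as a block, 18 without WT 2, 120 without CLEAR_PS19 3). Unc13c (-2.16, SE 0.28, edgeR adjusted p 0.0035), Tmem132d (chromosome 5, 127781630 to 128433077; -1.34, SE 0.18, 0.0038) and Hectd2os (chromosome 19, 36614052 to 36705641, antisense to Hectd2; 1.33, SE 0.16, 0.0020) led them, with adjusted p up to 0.061, 0.26 and 0.070 over the alternatives. Between CLEAR_PS19 and CLEAR, 8 genes were higher (65 by DESeq2, 21 with the replicate block and sex, 34 with the library set as a block, 36 without CLEAR_PS19 4), among them Prnp (1.18, SE 0.14, edgeR adjusted p 0.0030) and Fgfr1 (chromosome 8, 25513654 to 25575718; 0.66, SE 0.08, 0.0030). Atp6v1h was the only gene called between CLEAR and WT (768 had an unadjusted p under 0.05; 2 genes without WT 1). Between CLEAR_PS19 and PS19 the calls were Atp6v1h and Trhde (chromosome 10, 114398823 to 114802307; -0.81, SE 0.12, 0.047, and 0.386 without PS19 2), 69 without CLEAR_PS19 3 and 55 by DESeq2. With RLE size factors the count was 3, of which 1 was higher.

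Among other excitatory neurons, 21 of 18796 genes differed between PS19 and WT, 19 higher and 2 lower (160 by DESeq2, 60 with the replicate block and sex, 133 with the library set as a block, 3 without WT 2, 62 without PS19 3). Prnp (0.91, SE 0.15, edgeR adjusted p 0.028) and Adcy10 (chromosome 1, 165485183 to 165576774; 0.63, SE 0.11, 0.033) both had 0.18 without PS19 2. Between CLEAR_PS19 and CLEAR, 4 genes were higher (35 by DESeq2, 12 with the library set as a block, 19 without CLEAR_PS19 4). They were Prnp (1.12, SE 0.13, edgeR adjusted p 0.0020) and 3 long noncoding RNA genes of chromosome 3, Gm43049 (13259 against 9 UMIs; 10.37, SE 0.31, 4.9e-09), Gm32754 (140904998 to 140917459; 1690 against 0 UMIs, at least 512-fold higher, 2.2e-06) and 4930590L14Rik (226 against 0 UMIs, at least 68.4-fold higher, 0.0020). Atp6v1h was the only gene called by edgeR between CLEAR and WT (1149 had an unadjusted p under 0.05; 13 by DESeq2; 7 without CLEAR 3) and between CLEAR_PS19 and PS19 (62 by DESeq2; 28 without CLEAR_PS19 4). Whether classes differed in their response, other than for Atp6v1h, was not tested.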

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

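Of the tests in this part, those chosen only after the result was seen are the WT ages, the choroid covariate and the nuclei for the bulk interaction, the fits without a library, with closest pairs summed, with the library set as a block or in sets 1 and 2 alone for the microglia interactions, free RNA for Atp6v1h, and the single-library and doublet tests of clusters 46 and 53. The interaction of genotype and age in bulk had 872 called genes, and the medians of its lists were 1.5535 (DAM), 0.7637 (homeostatic) and 0.3472 (lysosomal) on the log2 scale. A batch of libraries shared by an age would change WT mice too, and 0 genes were called between the WT ages by edgeR (1802 at an unadjusted p under 0.05, 76 by DESeq2). Variable choroid plexus does not account for the count either: 916 genes were called with the level of choroid and ependymal markers as a covariate. With all libraries thinned to 9630430 counts 720 were called, and 846 after removing a trend in GC content and transcript length. A batch of the bulk PS19 libraries would not recur in nuclei, where the DAM, homeostatic and lysosomal lists rose by 1.6584, 0.4953 and 0.2016 (fry p up to 0.0121). Each test argues against its explanation as the whole cause. A batch of the animals was not tested. The progression of tau disease between the ages remains as a biological hypothesis.

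The effect of the tau transgene on microglia differed with the CLEAR mutation by -0.9043 in the DAM list and by 0.9557 in the homeostatic list, by camera only (fry adjusted p 0.064 for both, unadjusted 0.0322 and 0.0287). An explanation was taken as excluded as the whole cause where the median kept its sign with an unadjusted p under 0.05 by both tests. In the DAM list this held for depth (-0.8534 with each library thinned to 604722 UMIs, fry p 0.0381) and for shifts shared by each library set (-0.9305 with the set as a block, fry p 0.0397). A tau effect that differs between sets stays open (-0.6849 in sets 1 and 2 alone, camera p 8.1e-10, fry p 0.0998), and so does a single library (-0.6945 without PS19 2, fry p 0.0825). With markers of oligodendrocytes or neurons as a covariate the median hardly moved (-0.9169 and -0.8899) and kept its camera call (p 5.0e-08 and 1.6e-09). This argues against their RNA, but fry did not pass (p 0.0581 and 0.0665), so it is not excluded. In the homeostatic list, oligodendrocyte RNA (1.066, fry p 0.0121), depth (0.9582, fry p 0.0385) and shifts of sets (1.0052, fry p 0.0126) were excluded. A tau effect that differs between sets (0.76, fry p 0.147), neuron RNA (0.7597, fry p 0.0739) and a single library (0.7471 without PS19 2, fry p 0.0746) stay open. With closest pairs summed the medians were -0.83 and 0.93. Chance could not be excluded for either list by other splits of the samples (39 and 21 of 100 splits as large). A weaker microglial response in CLEAR_PS19 animals is a biological hypothesis that these data leave open.

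In the CLEAR comparison, the decrease of Atp6v1h was larger in oligodendrocytes than in microglia by -2.0857. Library sets do not account for it (-1.8948 in set 1 and -2.303 in set 2). Free RNA of other cells would lower Atp6v1h in microglia too, and is excluded without the transgene (effect -0.0938). With it (-0.54), CLEAR_PS19 microglia (73.9 to 101 CPM) exceeded the other compared classes (up to 68.2), which argues against free RNA from them. A cell type-specific role of the element remains a biological hypothesis.

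Of 106 groups of 4 or more samples, 12 (11.32%) had a sample far from the rest, where chance gives about 1 in 20. The measure is the gap to the nearest sample over the range of the group. It was 0.891 for the number of nuclei kept in CLEAR 3 and 0.831 for its share of microglia (4.30% against 6.17% to 6.55%). It was 0.983 for DAM-rich microglia in CLEAR_PS19 4 (9.04% against 39.9% to 40.5%), whose microglia had the fewest UMIs of their group. In CLEAR_PS19 3 it was 0.837 for Axl, 0.86 for Gm15155 and 0.954 for Bcar3 in microglia and 0.867 for Atp6v1h in oligodendrocytes. Cd300lf had 0.86 in CLEAR_PS19 2 and 0.932 in CLEAR 4. In bulk, Laptm5 had 0.973 in PS19 replicate 5 of 9 months, and 4930590L14Rik had 1 in WT replicate 5 of 4 months, its single count. Gm43049 had 0.847 in other excitatory neurons of CLEAR 2, on 9 UMIs over the group. CLEAR 3 and CLEAR_PS19 3 are the libraries of their groups in set 1, so library set and animal cannot be told apart there. No biological explanation was tested for these samples.

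Among 19 clusters outside the compared classes, 5 had each PS19 library above each WT library and 2 had each below, where chance gives 5% for each direction. Cluster 17, inhibitory neurons led by Sst, made up 2.0207% of kept nuclei in PS19 and 1.60% in WT. Cluster 37, inhibitory neurons led by Reln, made up 0.4833% and 0.293%, and cluster 42, led by Bcas1, Enpp6 and Gpr17, 0.4307% and 0.159%. Cluster 42 was named OPC on marker levels of 0.336 against 0.31 for oligodendrocytes, and oligodendrocyte at resolution 0.5, so its name is uncertain. The unnamed cluster 46, led by Mrc1, F13a1 and Cd163, made up 0.3597% and 0.120%, with 0.202% in CLEAR and 0.117% in CLEAR_PS19. The unnamed cluster 53, led by Themis and Skap1, made up 0.2693% and 0.004% (76 nuclei in PS19 and 1 in WT, 5 in CLEAR and 26 in CLEAR_PS19). Over both backgrounds the exact p of the tau transgene, adjusted over the 19 clusters, was 0.149, 0.149, 0.182, 0.771 and 0.0724, so none passed. Clusters 18 and 19, inhibitory neurons led by Vip and Btbd11, lacked this order but rose by 0.399 and 0.544 points over both backgrounds (adjusted p 0.0724 for each). Lower in PS19 were the unnamed clusters 12, led by Pde11a and Dcn (1.4535% against 3.79%, adjusted p 0.149), and 21, led by Cck and Rplp1 (0.1814% against 0.926%, 0.771). The lowest PS19 library had 0.1793% in cluster 46 and 0.1076% in cluster 53. The clusters were chosen for this order, so it does not exclude a single library. Their nuclei had 0.489 and 0.292 times the median UMIs of their libraries, but some clusters made up of doublets also had less than the median (0.751 to 0.937 times), so doublets stay open. A change in shares can come from the loss of other nuclei, which was not tested, and no biological explanation was tested.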

How the results depend on the processing

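The library set as a block, values within library sets, closest library pairs summed, the low-UMI oligodendrocyte cluster included, percentages of all kept nuclei, the replicate block within each background, the choroid covariate and the alternatives of the microglia interaction lists were chosen after seeing the data. Of 66 results that answer a comparison, 18 kept their direction, their side of the threshold and, for counts, stayed within 1.5 times under each alternative tried, and 48 did not under at least 1. Outside fits without a library, 450 values of these results were unchanged, 108 moved, 12 reversed, 9 newly passed and 7 no longer passed a threshold. For named genes and interaction lists, 1197 were unchanged, 41 newly passed, 80 no longer passed and 2 reversed. In fits that left out a library, results that answer a comparison were unchanged in 859, moved in 101, reversed in 23, newly passed in 13 and no longer passed in 5, and the others were unchanged in 2007, newly passed in 18, no longer passed in 186 and reversed in 6. Where a value below differs from the reported one, the cause was not tested unless stated.

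DESeq2 called 76 genes between WT ages and 11 at 4 months (6 higher, 5 lower). It called 1 (CLEAR against WT), 143 (CLEAR_PS19 against CLEAR), 99 (CLEAR_PS19 against PS19; 60 higher, 39 lower) and 10 (interaction) in microglia, and 10 (CLEAR_PS19 against CLEAR) and 1 (CLEAR_PS19 against PS19) in astrocytes. Oligodendrocytes had 266 (PS19 against WT; 160 higher, 106 lower), 63 (CLEAR_PS19 against CLEAR; 52 and 11) and 19 (CLEAR_PS19 against PS19; 7 and 12). Granule neurons had 225 (122 and 103), 65 (42 and 23) and 55 (19 and 36) in that order, and other excitatory neurons 160 (119 and 41), 35 (23 and 12) and 62 (25 and 37), with 13 for CLEAR against WT (12 and 1). Without the low-count filter more genes were tested, and PS19 against WT had 293 calls in astrocytes, 356 in oligodendrocytes, 157 in granule and 53 in other excitatory neurons. CLEAR_PS19 against CLEAR had 472 in microglia, 44 in astrocytes, 100 in oligodendrocytes, 45 in granule and 9 in other excitatory neurons. For CLEAR_PS19 against PS19 these were 798, 104, 245, 28 and 12. CLEAR against WT had 40 in microglia, 32 in astrocytes and 3 in oligodendrocytes, and the microglia interaction had 195. RLE size factors gave -0.0029 for the homeostatic list of CLEAR against WT microglia, and moved the median of all genes by no more than 0.0109.

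Without the sex covariate, PS19 against WT had 34 calls in astrocytes, 59 in oligodendrocytes, 18 in granule and 8 in other excitatory neurons, and CLEAR_PS19 against CLEAR had 19 in microglia, 1 in astrocytes, 9 in oligodendrocytes and 4 in granule neurons. CLEAR_PS19 against PS19 had 3 in microglia and 1 in granule neurons, and the homeostatic list of CLEAR against WT microglia was -0.0291. At resolution 0.5, CLEAR_PS19 against CLEAR had 1 call in astrocytes and 7 in oligodendrocytes. The tau transgene then changed granule neurons by -8.98 points (adjusted p 0.0036), oligodendrocytes by 6.72 (0.0036) and other excitatory neurons by -0.0031, and the CLEAR mutation changed oligodendrocytes by 0.999. With at least 1000 genes per nucleus, CLEAR_PS19 against CLEAR had 136 calls in microglia and 9 in oligodendrocytes, and CLEAR_PS19 against PS19 had 2 in oligodendrocytes. In microglia the V-ATPase list of CLEAR_PS19 against CLEAR was 0.25 (camera adjusted p 0.097), the homeostatic and lysosomal lists of CLEAR against WT -0.0272 and 0.15 (0.039), and the V-ATPase interaction -0.1392 (0.017). The microglia share then differed by 4.86 points (0.136). With doublets kept, astrocytes had 2 calls for CLEAR_PS19 against CLEAR and granule neurons 4 for CLEAR_PS19 against PS19, and the tau transgene changed granule neurons by -10.1 points (0.048). By edgeR on nuclei counts, granule neurons changed by -0.597 on the log2 scale (edgeR adjusted p 0.048). By fry, the DAM list had an adjusted p of 0.166 for CLEAR against WT (0.49) and for CLEAR_PS19 against PS19 (-0.41), and the homeostatic list 0.304 for CLEAR_PS19 against CLEAR (-0.17).

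Same-numbered samples of CLEAR and WT (r of -0.115 to 0.249), of CLEAR_PS19 and PS19 (-0.392 to 0.227), of bulk at 9 months (0.012 to 0.076) and of bulk at 4 months (-0.292 to 0.317) were not paired. The replicate block gave 13 calls between WT ages and 5 at 4 months in bulk. With sex, the replicate block gave for CLEAR against WT 291 calls in microglia, 974 in astrocytes, 3174 in oligodendrocytes, 3230 in granule and 3748 in other excitatory neurons, and for CLEAR_PS19 against PS19 2147, 622, 4363, 3293 and 3855. With that block, the DAM list of CLEAR_PS19 against PS19 was -0.45 (camera adjusted p 0.221), the lysosomal list of CLEAR against WT 0.20 (0.027), and the interaction in microglia had 2 calls. Atp6v1h in all nuclei was -0.99 for CLEAR against WT with it. For the paired comparisons, the replicate block with sex gave 201, 618, 275 and 60 calls for PS19 against WT in astrocytes, oligodendrocytes, granule and other excitatory neurons. For CLEAR_PS19 against CLEAR it gave 221 in microglia and 13, 90 and 21 in the first 3 of these. A replicate block within each background gave 182, 538, 262 and 41 for PS19 against WT, and for CLEAR_PS19 against CLEAR 178 in microglia and 11, 56, 13 and 7. The block changed no other call of a result that answers a comparison.

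With the library set as a block, PS19 against WT had 224 calls in astrocytes, 727 in oligodendrocytes, 306 in granule and 133 in other excitatory neurons, and CLEAR_PS19 against CLEAR had 276 in microglia and 13, 105, 34 and 12 in those classes. CLEAR_PS19 against PS19 had 22 in microglia, 2 in oligodendrocytes and 4 in granule neurons, CLEAR against WT 1 in microglia, and the interaction in microglia 11. The homeostatic list of CLEAR against WT was -0.27 (camera adjusted p 0.0075), the lysosomal list of CLEAR_PS19 against PS19 -0.0012 and Atp6v1h in CLEAR against WT microglia 0.0417. With closest pairs summed, PS19 against WT had 76 calls in oligodendrocytes, 39 in granule and 11 in other excitatory neurons, and CLEAR_PS19 against CLEAR had 16 in microglia, 0 in astrocytes, 3 in oligodendrocytes and 5 in granule neurons. CLEAR_PS19 against PS19 had 2 in microglia and 1 in granule neurons. The V-ATPase list of CLEAR_PS19 against PS19 was 0.0019, the homeostatic list of CLEAR against WT -0.0372, and the tau genes, called anew (579), differed by 0.67 with an exact p of 0.10, the smallest of 20 relabellings. Including the low-UMI cluster, the tau transgene changed granule neurons by -9.77 points (adjusted p 0.0036) and oligodendrocytes by 6.36 (0.0036), the CLEAR mutation changed oligodendrocytes by 1.46, and CLEAR_PS19 against CLEAR had 7 calls in oligodendrocytes. As a percentage of all kept nuclei, granule neurons changed by -8.84 points (0.0048). Within library sets, the CLEAR mutation changed astrocytes by 0.0063 and other excitatory neurons by -0.0968 points.

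Leaving out each library in turn gave ranges of calls as follows, with the library behind an extreme in brackets. Bulk had 1185 (PS19 replicate 5) to 2110 at 9 months, 3 to 4 at 4 months, 514 (PS19 replicate 5 of 9 months) to 963 for the interaction, 0 to 20 (WT replicate 6 of 4 months) between WT ages and 1749 (PS19 replicate 5 of 9 months) to 3014 between PS19 ages. Microglia had 524 (WT 2) to 1264 for PS19 against WT, 11 (CLEAR 2) to 109 for CLEAR_PS19 against CLEAR, 0 to 1 (CLEAR 3) for CLEAR against WT, 2 (PS19 2) to 1076 (CLEAR_PS19 3) for CLEAR_PS19 against PS19 and 0 to 97 (CLEAR_PS19 3) for the interaction. In the same order of the first 4 comparisons, astrocytes had 4 (WT 2) to 203 (PS19 3), 0 (WT 1) to 7 (PS19 3), 0 in each fit, and 0 to 10 (PS19 3). Oligodendrocytes had 15 (WT 1) to 210 (CLEAR_PS19 3), 3 (CLEAR 2) to 19, 1 in each fit, and 1 to 691 (CLEAR_PS19 3). Granule neurons had 18 (WT 2) to 120 (CLEAR_PS19 3), 5 to 36 (CLEAR_PS19 4), 1 to 2 (WT 1) and 1 to 69 (CLEAR_PS19 3). Other excitatory neurons had 3 (WT 2) to 62 (PS19 3), 4 to 19 (CLEAR_PS19 4), 1 to 7 (CLEAR 3) and 1 to 28 (CLEAR_PS19 4). Fits with 2 samples left in a group borrow the spread of the other groups.

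The median of a list ranged, without a library, in bulk at 9 months from 1.31 to 1.56 (DAM), 0.45 to 0.70 (homeostatic), 0.33 to 0.39 (lysosomal) and -0.0381 to 4e-04 (V-ATPase, reversed without PS19 replicate 4). At 4 months it ranged from -0.0827 to 0.0139 (DAM, reversed without WT replicate 4), -0.0829 to -0.0252, -0.029 to 0.0162 (lysosomal, reversed without PS19 replicate 1 among others) and -0.004 (V-ATPase, without WT replicate 6) to 0.0156. In microglia, ranges for the DAM, homeostatic, lysosomal and V-ATPase lists were 1.77 to 2.10, -1.57 to -1.06, 0.28 to 0.40 and 0.14 to 0.24 for PS19 against WT, and 0.87 to 1.26, -0.38 to -0.11, 0.26 to 0.40 and 0.15 to 0.29 for CLEAR_PS19 against CLEAR. For CLEAR against WT they were 0.35 to 0.66, -0.11 to 0.0839, 0.0381 to 0.19 and 0.03 to 0.19, and for CLEAR_PS19 against PS19 -0.58 to -0.39, 0.86 to 1.27, 0.0653 to 0.19 and -0.0503 to 0.0627. Interaction medians that reversed ranged from -0.0780 (without WT 3) to 0.0853 (V-ATPase) and from -0.1558 to 0.0130 (lysosomal, without CLEAR_PS19 4). Atp6v1h in all nuclei ranged from -0.98 to -0.91 and from -0.92 to -0.82, and the tau genes, called anew in each fit, from 0.38 (705 genes, without CLEAR_PS19 3) to 0.81 (338 genes). Shares changed with the tau transgene by 4.62 to 6.28 points in microglia, -5.06 to -3.50 in astrocytes, 3.88 to 6.21 in oligodendrocytes, -11.1 to -7.55 in granule and 1.06 to 2.52 in other excitatory neurons. With the CLEAR mutation they changed by -1.68 to -0.0182, -1.50 to 0.0605 (reversed without WT 2), -3.75 to -1.52, 0.553 to 4.06 and 1.60 to 3.05. DAM-rich microglia changed by 29.3 to 40.4 and by -11.3 to -0.180 points. Of simulated changes of 1 log2 unit, 47.4% to 64.7% were recovered in astrocytes, 52.6% to 72.5% in microglia, 53.3% to 66.7% in oligodendrocytes, 80.5% to 86.5% in granule and 82.5% to 89.5% in other excitatory neurons.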

Other observations

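The tests of the library sets by mutation, sex and depth, of the closest pairs, of the replicate block in granule neurons and of the chromosome 3 genes were chosen after the result was seen. The counting of microglia nuclei was not. The homeostatic list was higher in bulk PS19 hippocampus (0.58) but lower in PS19 microglia (-1.29). A higher share of microglia is a candidate explanation. Over all nuclei summed the list had a median of 0.4953 (fry p 0.0041), as this explanation requires, while microglia rose from 4.60% to 12.4% of named nuclei. Bulk and nuclei differ in protocol and in the RNA they sample, which may also contribute and was not tested.

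Libraries of nuclei formed 3 sets in granule neurons. The CLEAR mutation alone does not make the sets, since 4 mutant libraries lie outside set 3. All 4 females form set 2, so sex and set cannot be told apart there. Depth per nucleus does not make them either, since 3 libraries of the other sets have a median UMI within the range of set 3. The closest pairs exceeded random splits of a library in chi-square per gene (4.098 and 5.388), which argues against a library deposited more than once. The replicate block called 3230 genes between CLEAR and WT granule neurons, where numbers do not pair the samples, and the library set as a block called 1. With sex in the fit, replicate 3 drops out of both comparisons of the CLEAR mutation, since its mutant libraries are male and the others female. Both rest on replicates 1 and 2, set 3 against set 1, so their calls cannot be told apart from the sets.

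The scan for genes with at least 100 UMIs over the 7 libraries with the tau transgene and at most 1% of that rate in libraries without it, among 20522 genes, gave Gm43049 (45048 against 22 UMIs), Gm32754 (5761 against 6) and 4930590L14Rik (665 against 0). These 3 long noncoding RNA genes lie within 261.2 kb of chromosome 3, which holds 5 annotated genes, and had UMIs in all 7 libraries. 4930590L14Rik had 121 bulk counts in PS19 at 4 months and 62 at 9 months, against 1 in WT at each age, so a response to late disease is excluded for it. All 3 genes within 1 Mb of each other is what a local effect at one site of the genome requires. A candidate explanation is that the transgene lies near this site, and a strain variant carried along with it may do the same. Neither was tested, since reads were not used here.

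Other splits of the same samples into groups of the same size were fitted for each result, and the number with a result as large, the real split included, is given here. In bulk, chance can be excluded for the calls at 9 months (1 of 100 splits), at 4 months (3), for the interaction (1) and between the ages of PS19 (1), for the DAM, homeostatic and lysosomal lists at 9 months (1 each) and for the interaction (1, 1 and 4). It cannot be for the V-ATPase list at 9 months (6) and for the interaction (39), and the DAM, homeostatic, lysosomal and V-ATPase lists at 4 months (53, 35, 78 and 61). PS19 and WT nuclei allow 10 splits. The real split gave the largest result (1 of 10) for the calls of the 5 classes and the 4 microglia lists, and the share cannot go below 0.1. Between CLEAR_PS19 and CLEAR, chance cannot be excluded at 2 of 35 splits for the calls of microglia, oligodendrocytes, granule neurons and other excitatory neurons, at 4 for those of astrocytes, and at 3, 17, 5 and 3 for the DAM, homeostatic, lysosomal and V-ATPase lists. The larger split was set 3 against the rest, with 1347 calls in microglia, 1236 in astrocytes, 4690 in oligodendrocytes, 4463 in granule neurons and 5304 in other excitatory neurons. With the set as a block the real split had 276, 13, 105, 34 and 12. Among the 8 splits that part as many numbered pairs, only the real one gave as many calls in each class, and set 3 against the rest parts fewer pairs. For CLEAR_PS19 against PS19 chance is not excluded (of 35 splits, 4 for microglia calls, 3, 2, 13 and 34 for the lists in the same order, and 5, 5 and 7 for calls in oligodendrocytes, granule and other excitatory neurons). The same holds for CLEAR against WT (6, 33, 9 and 11 for the lists; 4, 7 and 5) and for the interaction lists in microglia (39, 21, 80 and 69 of 100). For Atp6v1h itself the exact p of the CLEAR mutation was 8.2e-04 in these 3 classes. Where the real count was 0 the test decides nothing, since any split has as many: WT ages and the microglia interaction (100), CLEAR against WT in microglia and astrocytes and CLEAR_PS19 against PS19 in astrocytes (35).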
